# A Comparison of Gene Expression Profiles of Rat Tissues after Mild and Short-Term Calorie Restrictions

**DOI:** 10.3390/nu13072277

**Published:** 2021-06-30

**Authors:** Kenji Saito, Maiko Ito, Takuya Chiba, Huijuan Jia, Hisanori Kato

**Keywords:** calorie restriction, gene expression profiles, nutrigenomics, rat

## Abstract

Many studies have shown the beneficial effects of calorie restriction (CR) on rodents’ aging; however, the molecular mechanism explaining these beneficial effects is still not fully understood. Previously, we conducted transcriptomic analysis on rat liver with short-term and mild-to-moderate CR to elucidate its early response to such diet. Here, we expanded transcriptome analysis to muscle, adipose tissue, intestine, and brain and compared the gene expression profiles of these multiple organs and of our previous dataset. Several altered gene expressions were found, some of which known to be related to CR. Notably, the commonly regulated genes by CR include nicotinamide phosphoribosyltransferase and heat shock protein 90, which are involved in declining the aging process and thus potential therapeutic targets for aging-related diseases. The data obtained here provide information on early response markers and key mediators of the CR-induced delay in aging as well as on age-associated pathological changes in mammals.

## 1. Introduction

Many studies have shown that calorie restriction (CR) has beneficial health effects on rodents and human [1,2]. Several molecular mechanisms, including the oxidative stress stimulation and nutrient-sensing pathways, have been proposed to explain the role of CR for improving health and extending life [3]. Recent advances in science and technology have allowed omics-based (e.g., transcriptomics, proteomics, metabolomics) deep investigation of the molecular mechanism of CR [4,5]. However, it is still unclear how CR delays the aging process and the surge of age-related diseases.

The liver, muscle, adipose tissue, intestine, and brain are main organs with pivotal roles in the metabolism and absorption of food and nutrients. These organs, which are known to communicate with each other [6,7], are significant for the regulation of homeostasis by nutrient sensing. In addition, all organs and tissues are affected by CR, a major protective factor for most age-related diseases in humans. Therefore, investigating the commonalities and differences among multiple organs in response to CR is an important insight that can help disclosing the molecular mechanisms underlying the effects of CR.

In general, any experiment related to CR is performed in a longevity and aging study that requires a long-term observation. Reported animal studies were conducted under relatively long-term and severe CR conditions such as 30% dietary restriction for several months, which is difficult to achieve in humans. However, transcriptomic alterations usually occurs much earlier than phenotypic alterations thereby enabling us to find early response markers of CR.

Previously, we examined the liver transcriptome of rats with short-term (one week and one month) and mild-to-moderate (5%, 10%, 20%, and 30%) CR [8]. In the present study we expanded transcriptome analysis to other target organs, such as muscle, adipose tissue, intestine, and brain, and compared the gene expression profiles of these organs among them and to our previous dataset to find early response markers and key mediators of the CR-induced beneficial effects related to age.

## 2. Materials and Methods

### 2.1. Animal Experiment

The methods used in the animal experiment have been described previously [8]. Male Wistar rats purchased at 5 weeks of age from Japan SLC (Tokyo, Japan) were kept individually and fed the American Institute of Nutrition-93G powdered diet ad libitum for 1 week or 1 month. The daily intakes of these two groups were recorded, and then 100%, 95%, 90%, 80%, and 70% of their daily intakes were provided to five groups (control, 5, 10, 20, and 30% CR, respectively) of five rats each for 1 week or 1 month. (Figure 1). The rats were anesthetized with diethyl ether on the last day of the experiment, after an overnight (16 h) fast and their white adipose tissue (visceral fat), skeletal muscle (gastrocnemius), brain (hypothalamus area), small intestine (collected only after 1 month), and liver (data reported previously) were collected. All procedures were done according to the Animal Usage Committee of the Faculty of Agriculture at the University of Tokyo’s regulations, and the committee’s consent was acquired (permission number 1818T0011).

### 2.2. Microarray Experiments

Total RNA was extracted from adipose tissue, the hypothalamus, muscle, and the intestine for the microarray experiment. As previously stated, total RNA was extracted from these tissues using the RNeasy mini kit (Qiagen, Valencia, CA, USA) [8]. The DNA microarray analysis was performed with the Affymetrix GeneChip according to the standard Affymetrix (Thermo Fisher Scientific, Santa Clara, CA, USA) protocols. For the adipose tissue analysis, a pool of complementary RNA was divided in half and used separately for the hybridization to the Affymetrix GeneChip Rat Expression Set 230 Array. A pool of complementary RNA was employed for hybridization to the Affymetrix GeneChip Rat Genome 230 2.0 Array for muscle and hypothalamic investigations. A pool of complementary RNA was used to hybridize to the Affymetrix GeneChip Rat Expression Set 230 Array for the small intestine analysis.

### 2.3. Differentially Expressed Gene Probes

As previously described [8], we used the default criteria of the Affymetrix GeneChip Operating Software MAS5.0, which was used as follows: ‘detection *p* value’—present, *p* < 0.04; marginal, 0.04 ≤ *p* < 0.06; and absent, *p* ≥ 0.06; and ‘change *p* value’—increase, *p* ≤ 0.0025; marginal increase, 0.0025 < *p* ≤ 0.003; decrease, *p* ≥ 0.998; marginal decrease, 0.997 ≤ *p* < 0.998; and no change, 0.003 < *p* < 0.997. An algorithm was used to generate signal log ratio, which is a quantitative estimate of the change in gene expression. We did not use a fold-change cut-off to get dynamic expression changes generated by mild-to-moderate CR. A conservative approach in the analysis with a combination of stringent filtering methods was used to reduce false positives. Probe sets that were ‘absent’ in at least one of each hybridization pair were excluded. Comparisons with a ‘no change’ and a ‘marginal increase’ and a ‘marginal decrease’ call were eliminated. For the adipose tissue analysis, we used duplicate GeneChips were used on each group sample, and the expression change was taken as informative if the change call of both chips was either ‘increase’ or ‘decrease’, and in the same direction. We used one GeneChip on each group sample for the muscle, hypothalamus, and small intestine studies, and the expression change was considered informative if the change call was either ‘increase’ or ‘decrease’. The probe sets that showed changes in the same direction across all levels of CR were regarded to be “CR responsive” genes. Microsoft Excel (Microsoft Corp., Redmond, WA, USA) was used to filter the data and identify probe sets that overlapped. The GEO site (http://www.ncbi.nlm.nih.gov/geo/, accessed on 27 June 2021) contains raw data set for all tissues (accession number GSE18297 and GSE176300). The change of the informative gene expression was further validated using randomly selected gene probes in the liver of rats, as previously described [8].

### 2.4. Gene Ontology Analysis

The functional annotation tool of the Database for Annotation, Visualization, and Integrated Discovery (DAVID) 6.8 was used to undertake gene ontology (GO) analysis on the 30% CR group, which received the most robust CR intervention [9]. This web-based functional annotation tool picks up enrichment in gene groups corresponding to biological functions or categories. For the analysis of CR responsive genes, all informative genes defined were used. For the comparison between each CR treatments and its respective controls, Gene Ontology: Biological Process categories (BP_Direct) were significantly over-represented, as determined by Fisher’s exact test (Adjusted *p*-value < 1 × 10^−4^ by the Benjamini and Hochberg method). We also re-analyzed the gene expression data previously obtained for the liver using this version of DAVID.

## 3. Results

### 3.1. The Number of CR Responsive Genes

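The intestine data cover 5 pools of small intestine RNA, each from 5 male Wistar rats: a control pool and pools of rats given 5, 10, 20 or 30% less food than the recorded intake for 1 month, all dissected after a 16 h fast. Each pool was hybridized to 1 Affymetrix rat 230A array, so no CR level has a replicate and differences between single rats cannot be seen. The signals are MAS5 intensities that the authors scaled to a common trimmed mean of 132 on each array, with medians between 44.9 and 49 and correlations between arrays of 0.931 to 0.952. The 3' to 5' signal ratio of beta-actin, a measure of RNA integrity, was 2.30 on the control array and 2.20, 2.41, 3.18 and 2.32 at 5, 10, 20 and 30% CR, and that of *Gapdh*, a glycolytic enzyme used for the same purpose, was 1.40, 1.32, 1.37, 1.27 and 1.21. Of 15866 gene probes without the array controls, the 7933 with a mean log2 signal of at least 5.54 were kept.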

The number of gene probes that were changed by CR was different among the examined tissues (Table 1). There are fewer gene probes in the 5% and 10% CR groups than in the 20% and 30% CR groups for the one week (1 w) liver and adipose tissues and one month (1 m) adipose tissue and intestine experiments. 

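Genes of the circadian clock (*Dbp*, *Per2*), of sterol transport (*Abcg1*), of gluconeogenesis (*Pck1*) and of xenobiotic metabolism (*Sult1a1*) were among the 10 gene probes with a log2 ratio of at least 1 to the control array at every CR level, and 1386944_a_at, which carries several gene names, was lower by as much at every level. At single levels, 29 gene probes were higher and 17 lower by a log2 ratio of at least 1 at 5% CR, 36 and 17 at 10%, 40 and 50 at 20%, and 59 and 27 at 30%, which gives 46, 53, 90 and 86 in total. With 1 array per level these counts have no replicate check. They also depend on weak signals: the totals were 23, 28, 43 and 31 with an added constant and 2419, 2588, 2779 and 2540 without the filter. The totals at 5 and 10% CR lay below those at 20 and 30% CR with the added constant, after quantile normalization and after median centring. They did so too with a stricter signal filter and at a size of 0.5. Without the filter, the total at 10% CR (2588) was above that at 30% CR (2540). With 1 array per level, the order is still not firm. The split between higher and lower depends on the scaling: at 10% CR, 67.9% of the counted gene probes were higher and 56.9% after median centring, and at 20% CR 44.4% were higher, 55.6% after quantile normalization and 59.3% after median centring. In a linear trend over the 5 arrays, *Cyp3a18*, a drug-metabolizing cytochrome P450, had a slope of 0.49 ± 0.10 (log2 per 10% restriction, standard error). *Hpgd*, which inactivates prostaglandins, had 0.29 ± 0.07 and the histamine-degrading *Hnmt* 0.29 ± 0.07. The other, brighter gene probe of *Hpgd* had log2 ratios of 0.57, 0.55, 0.28 and 1.03 at 5, 10, 20 and 30% CR, lowest at 20%. The clock repressor *Nr1d1* had a slope of −0.50 ± 0.12 and the neuron navigator *Nav1* −0.45 ± 0.11. Signals of *Nr1d1* at 20 and 30% CR (37.1 and 23.6) and of *Nav1* at 30% CR (36.5) lay below the filter on the mean (46.5). *Nav1* hardly differed from the control at 5 and 10% CR (0.07 and 0.05). None of the 7933 slopes passed an adjusted p of 0.05 in limma (0 rising and 0 falling, with the smallest adjusted p = 0.998), and 245 had an unadjusted p below 0.05, where 397 are expected by chance. That count depends on single pools: 239 rising and 220 falling without the 5% CR pool, 248 and 249 without the 20%, 223 and 281 without the 30% CR pool, and 33 and 44 without the control pool.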

Additional details regarding the number of gene probes that were altered are shown in Supplementary Table S1.

### 3.2. CR Responsive Genes for Each Tissue

The top five gene probes that were consistently up- or down-regulated across all CR levels (defined as CR responsive genes) for each tissue are displayed in Table 2 and Table 3. The values for the change in expression of each gene are shown on a log scale and are sorted according to the values found for the 30% CR groups after one month of experiment, as this was the most robust intervention in the present study.

Our previous study demonstrated a significant up-regulation of metallothionein genes (namely *Mt2a* and *Mt1a*), involved in metal detoxification and oxidative stress, and down-regulation of fatty acid synthase (*FAS*) genes, which code for key enzymes tangled in fatty acid synthesis in rat liver of rats with mild-to-moderate CR [8]. These major findings were confirmed here by the re-analysis of the GO data obtained for the 30% CR group using DAVID. Both the up-regulation of the ‘oxidation-reduction process [GO:0055114] (*p* = 8.65 × 10^−13^)’ and ‘fatty acid beta-oxidation [GO:0006635] (*p* = 1.39 × 10^−6^)’ categories (Supplementary Table S2) and the down-regulation of ‘lipid metabolic process [GO:0006629] (*p* = 4.03 × 10^−5^)’ were demonstrated (Supplementary Table S3).

Table 2 and Table 3 demonstrate that 45 and 14 gene probes were up- and down-regulated in adipose tissue, respectively, as compared to the control group. The D site of the albumin promoter (albumin D-box) binding protein (*Dbp*) gene, which is involved in circadian rhythm regulation, was shown to be the most up-regulated. The steroidogenic acute regulatory protein (*Star*) gene, which codes for the rate-limiting enzyme in the production of steroid hormones from cholesterol [10], was also significantly up-regulated. Most significantly down-regulated genes included the secretory leukocyte peptidase inhibitor (*Slpi*) and the adipose-derived inflammatory factor that is reported to be increased with obesity [11]. These genes code for important lipid-metabolizing enzymes. Correspondingly, GO analysis identified the up-regulation of the ‘tricarboxylic acid cycle’ [GO:0006099] (*p* = 1.63 × 10^−13^) and ‘fatty acid beta-oxidation‘ [GO:0006635] (*p* = 1.1 × 10^−11^) in the top-ranked categories (Supplementary Table S2).

Fifty genes were up-regulated, and 51 genes were down-regulated in muscle. Flavin containing monooxygenase 1 (*FMO1*), a novel regulator of energy balance that promotes metabolic efficiency, was one of the top-ranked genes that were up-regulated. The G0/G1 switch 2 (*G0s2*), which controls lipid metabolism in muscle [12], was significantly down-regulated. GO analysis indicated that the ‘response to hypoxia‘ [GO:0001666] (*p* = 1.29 × 10^−4^), ‘muscle contraction‘ [GO:0006936] (*p* = 3.5 × 10^−4^), and ‘actin cytoskeleton organization‘ [GO:0030036] (*p* = 5.90 × 10^−4^) were significantly over-represented in the down-regulated category (Supplementary Table S3).

The number of altered gene probes at the 1 m-hypothalamus sample was small; hence, only two known genes were identified as down-regulated and as CR responsive genes in this tissue. One of these genes, the nuclear receptor subfamily 4, group A, member 3 (*Nr4a3*), may promote food intake as well as body weight gain via its actions in the brain [13]. Another gene, the early growth response 1 (*Egr1*), is known as a neurogenic transcription factor and it is associated with appetite signaling [14].

Forty-seven genes were up-regulated and 23 genes were down-regulated in the small intestine. 

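The gene probes that were higher at all 4 CR levels included *Abcg1*, which moves cholesterol out of cells (3.33-fold in the mean of the CR pools, log2 standard error 0.24), *Pck1*, the rate-limiting enzyme of gluconeogenesis (2.64-fold, 0.23), *Fabp2*, the intestinal fatty acid-binding protein (2.04-fold, 0.16), and *Sgk1*, a kinase induced by glucocorticoids and insulin (2.46-fold, 0.30). The control signals of *Abcg1* (23.2) and *Pck1* (27.1) lay below the filter on the mean (46.5); with an added constant their mean log2 ratios moved from 1.74 to 1.32 and from 1.40 to 1.08. The other 2 gene probes of *Abcg1*, both below the filter, had 0.80 and −0.30. Lower at all levels were *Car2*, a carbonic anhydrase (0.499 of the control signal, log2 standard error 0.23), and *Hmox1*, which degrades heme (0.521, 0.27). Counted as a log2 ratio to the control array of at least 0.5 in the same direction at all 4 levels, 61 gene probes were higher and 27 lower. The paper compares each CR array with the control array by MAS5 change calls, keeps the gene probes called in the same direction at all levels, and from these names the CR responsive genes of the tissue.
All 4 ratios share 1 control array, so the same count was made with each other array as the reference: 8 higher and 2 lower with the 5% CR array, 29 and 21 with the 10%, 113 and 34 with the 20%, and 29 and 27 with the 30% CR array. With the control array the split between higher and lower hardly moved, at 62 and 24 after quantile normalization and 58 and 25 after median centring. With the 20% CR array it did depend on the scaling, with 79 and 45 after quantile normalization and 74 and 61 after median centring. With the 10% CR array it was 38 and 15, and 48 and 14. Arrays simulated without any change gave 39.2 gene probes on average (range 21 to 53 over 100 simulations). The total of 10 with the 5% CR array as the reference lay below that range. The simulations therefore do not describe all of these arrays, and their range is no firm bound. The mean correlation between the log2 ratios of the 4 levels was 0.523 and that of the simulations 0.499, with covariances of 0.0513 and 0.0390 and a difference of 0.0123. In limma, with the 4 CR pools against the control pool and the control assumed to vary like the CR pools, 0 gene probes were higher and 0 lower at an adjusted p of 0.05, and 215 and 163 had an unadjusted p below 0.05, 378 in all where 397 are expected by chance; the smallest adjusted p = 0.0778 was shared by *Per2*, *Abcg1* and *Cyp2b1*/*Cyp2b2*. The comparison treats the 4 CR levels as replicates, so a true difference between levels widens the residual spread and raises p. A gene probe that changes with the level can therefore miss the threshold. Without the 30% CR pool, *Dbp*, *Per2* and *Cyp2b1*/*Cyp2b2* passed in limma, with *Dbp* at an adjusted p = 0.00965 (0.499 with all pools). The counts by size can only rise when a level is left out, since fewer levels must reach 0.5. They were 104 higher and 60 lower without the 10% CR pool, and 117 and 45 without the 20% CR pool. Those with an unadjusted p below 0.05 were 140 and 97 without the 5% CR pool and 379 and 295 without the 20% CR pool.

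**Figure D1:**
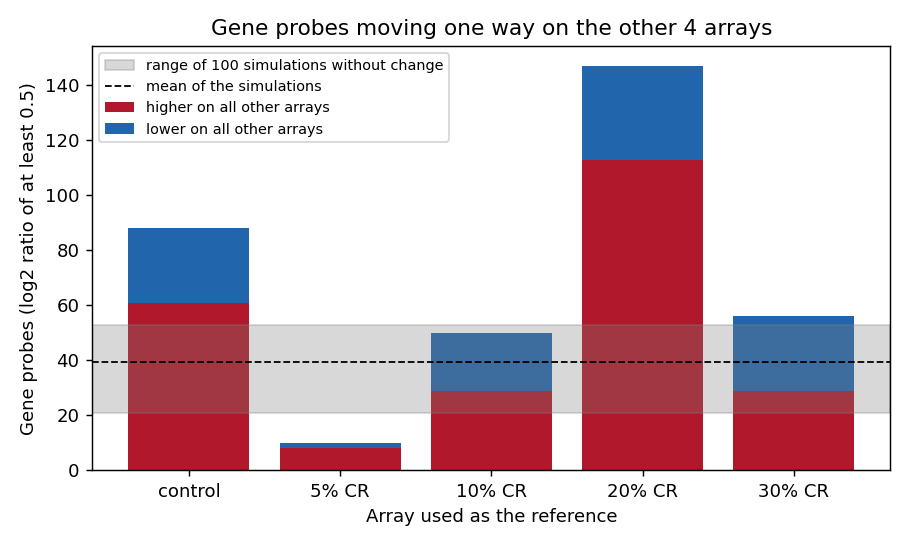
Number of gene probes with a log2 ratio of at least 0.5 in the same direction on the 4 other arrays, with each of the 5 small intestine arrays taken as the reference. Red, higher on the other arrays; blue, lower. The grey band is the range of 100 simulations without change and the dashed line their mean. The total with the 5% CR array as the reference, 10, is below that range. Each array is 1 pool of 5 rats, and no test was made.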

The top five up-regulated genes included sulfotransferase family 1A member 1 (*Sult1a1*), which is highly expressed in the small intestine [15] and is important in xenobiotic metabolism. 

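*Sult1a1*, which conjugates phenols and many drugs with sulfate, had a log2 ratio to the control of 1.25, 1.15, 1.15 and 1.68 at 5, 10, 20 and 30% CR (mean 1.31, SD over the levels 0.25, adjusted p = 0.263). *Cyp2b1*/*Cyp2b2*, cytochromes P450 that oxidize drugs, had 1.37, 1.52, 1.94 and 1.88. The glutathione transferase *Gsta1* was higher by 0.63, 0.82, 0.49 and 1.19 (adjusted p = 0.974) and the sterol transporter *Abcg5* by 0.89, 0.80, 1.38 and 0.51. Among the other xenobiotic phase I and II enzymes, *Cyp3a9* was higher by 0.84 and the reductase *Akr1c14*, at its brightest gene probe, by 0.50 in the mean of the levels, and *Gstm1* was lower, with −0.56. Of the 30 measured enzymes of the list, 23 had a positive and 7 a negative mean ratio, 3 were higher by at least 0.5 at every level, none passed the test over all gene probes and 1, *Sult1a1*, passed adjusted over the list alone. The list as a group was higher (camera, adjusted p = 0.0171; adjusted p = 0.933 with an estimated correlation) and rose with the restriction level (adjusted p = 1.32e-04; adjusted p = 0.929 with an estimated correlation). *Sult1a1*, *Gsta1*, *Ephx1* and *Akr1c14* are on the list and the paper names them, so they are not independent evidence of its direction. Its median log2 ratio was 0.10, −0.015, 0.28 and 0.16 at the 4 levels, the 20% CR array also being the one on which brush border enzymes and nutrient transporters were higher (medians of 0.41 and 0.44); without the 20% CR pool the adjusted p of the list was 0.188, and without the signal filter 0.375. *Abcg5* and *Abcg1* were the only 2 measured sterol and efflux transporters of 6 on the array, too few for a list test. Both passed adjusted over that list alone, but their control signals (35.5 and 23.2) lay below the filter on the mean (46.5). They were kept through their higher signals in the CR pools. The choice of members thus depended on the change, so this adjustment decides nothing. Gene probe 1371076_at carries both *Cyp2b* names, as in the paper.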

The down-regulated genes included the gut peptide neuromedin U (*Nmu*) that has been reported to decrease food intake and body weight [16]. 

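*Nmu*, a neuropeptide of the gut and brain, was lower, with −0.54, −0.42, −0.34 and −1.02 at 5, 10, 20 and 30% CR (log2 ratio to the control, mean −0.58, SD over the levels 0.30, adjusted p = 0.988). *Akp3*, an intestinal alkaline phosphatase of the brush border, had −0.50, −1.27, −0.51 and −2.00 (adjusted p = 0.988), and *Clca4*, a chloride channel accessory protein, −0.62, −1.41, −0.91 and −1.12 (adjusted p = 0.538). The inducible heat shock protein 70 genes *Hspa1a*/*Hspa1b* had −1.10, −1.23, −0.91 and −1.01 (adjusted p = 0.334), and the unnamed gene probe 1389986_at −0.42, −0.34, −0.96 and −0.83. None of these 5 passed limma over all gene probes. Of 14 measured gut hormones and enteroendocrine markers, 8 had a positive and 6 a negative mean ratio, none passed the test adjusted over the list alone, and the list did not pass as a group (camera, adjusted p = 0.952). In that list *Npy* was higher by 0.29 and *Chga*, a marker of enteroendocrine cells, by 0.26, and the peptide *Cartpt* was lower, with −0.21. Of 11 goblet cell markers, 5 were positive and 6 negative (adjusted p = 0.492), and *Clca4*, which the paper names, was the 1 that passed adjusted over the list alone. *Muc3* was higher by 0.75 and *Muc13*, another membrane mucin, lower, with −0.42.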

Interestingly, ‘aging‘ [GO:0007568] (*p* = 3.93 × 10^−4^) category was up-regulated in the intestine (Supplementary Table S2).

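Genes linked to ageing went both ways in the small intestine: *Ogg1*, which repairs oxidized DNA, was higher by 0.71 (mean log2 ratio of the CR pools to the control, SD over the levels 0.19), and *Cdkn2b*, a cell cycle inhibitor, was lower, with −0.80 (SD 0.39). *Ace*, which cleaves angiotensin, *Hmox1*, *Gsta1* and *Nampt* also belong to the list, and the paper names *Gsta1* and *Nampt*. Of 50 measured genes of a list of ageing-linked genes, 29 had a positive and 21 a negative mean ratio, 0 passed limma over all gene probes and 0 passed adjusted over the list alone. The list did not pass as a group (camera, adjusted p = 0.742). It was written from general knowledge, not taken from the gene ontology category, so the category itself was not tested. The paper's category comes from the 30% CR group, and the list test from the mean of the 4 CR pools. The antioxidant and metallothionein genes were likewise mixed, with 12 positive and 11 negative of 23 (adjusted p = 0.79); *Mt2A*, a metal-binding protein, was higher by 0.50 and *Msra*, which repairs oxidized methionine, lower, with −0.34.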

### 3.3. Up-Regulated Genes across All Tissues Studied

As we could not identify all CR responsive genes across all tissues, the genes that exhibited the greatest changes across multiple tissues were screened. The top ten up-regulated genes, including at least 20 out of 36 CR conditions across multiple organs, are listed in Table 4. The most commonly up-regulated gene was *Nr1d2*, an orphan nuclear receptor known as a circadian regulator. This gene was up-regulated in almost all CR conditions except in the 1w-hypothalamus. Furthermore, the aldo-keto reductase family 1, member C14 (*Akr1c14*) and the nicotinamide phosphoribosyltransferase (*Nampt*) genes were up-regulated within 21 CR conditions. 

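*Nr1d2*, a repressor of the circadian clock, was higher by 1.64, 1.51, 1.21 and 0.92 at 5, 10, 20 and 30% CR (log2 ratio to the control, mean 1.32, SD over the levels 0.32, adjusted p = 0.313), and its second kept gene probe by 0.71 in the mean. Other genes of the same arm were higher as well: *Dbp*, a clock output transcription factor, by 2.64, 2.85, 2.16 and 1.15 (adjusted p = 0.499), *Per2*, a core clock repressor, by 1.40, 1.31, 1.59 and 1.41, and *Usp2*, a rhythmic deubiquitinase, by 0.73, 0.96, 1.60 and 0.75 (adjusted p = 0.955). The opposite arm was lower: *Bmal1*, the core activator, with −1.03, −1.12, −1.29 and −0.25, *Nfil3*, a repressor that competes with *Dbp*, with −1.52, −1.46, −0.95 and −0.44, and *Clock*, the partner of *Bmal1*, with −0.40 in the mean at its brightest gene probe. *Clock* had −0.26 at its other kept gene probe and 0.39 at one below the filter. *Nr1d1*, the paralog of *Nr1d2*, did not follow it, with 0.17, 0.21, −0.67 and −1.32, and *Per1* had −0.05, 0.77, 0.86 and −0.09. Of 7 measured genes of the PAR bZIP, Per and Rev-erb arm, 5 had a positive and 2 a negative mean ratio, 0 passed limma over all gene probes and 4 passed adjusted over the list alone (*Dbp*, *Per2*, *Nr1d2* and *Usp2*). The list was higher as a group (camera, adjusted p = 3.04e-04; adjusted p = 0.686 with an estimated correlation). The paper names *Nr1d2*, *Dbp* and *Per2*, so these are not independent evidence of the direction. Of the opposite arm only 3 genes were measured, too few for the list test. All 3 were lower at their brightest gene probe, and *Bmal1* and *Nfil3* passed adjusted over the list alone. The signals of *Nfil3* at 5, 10 and 20% CR (29.9, 31.1 and 44.3) lay below the filter on the mean. It was kept through its signals on the control (85.6) and 30% CR (62.9) arrays. The choice of members thus depended in part on the change, so this adjustment decides nothing. The control array gives the only level without CR, and *Dbp* was weak on it, with a signal of 21.9 where the filter on the mean lies at 46.5. *Dbp* was thus kept through its signals in the CR pools, and its pass over the list alone decides nothing.

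**Figure D2:**
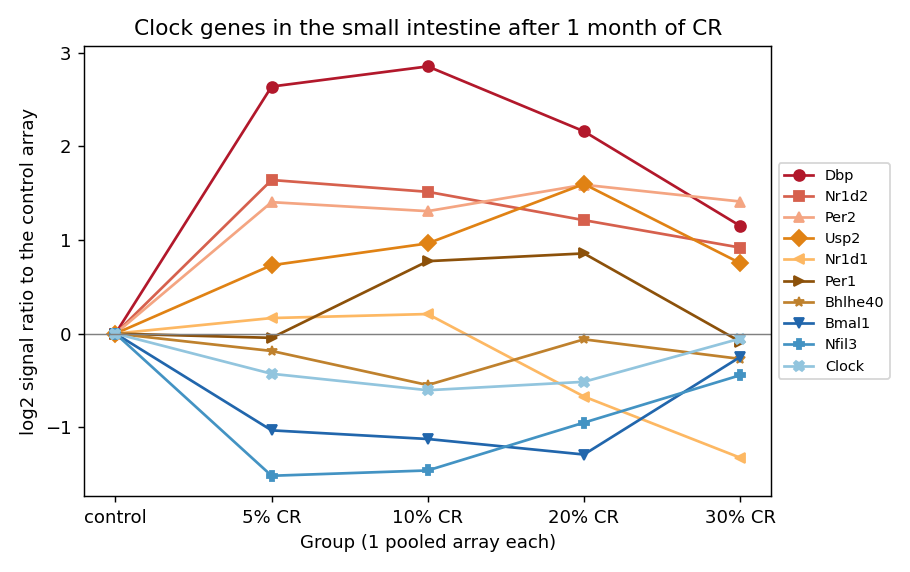
Log2 signal ratio to the control array for the 7 measured clock genes of the PAR bZIP, Per and Rev-erb arm (*Dbp*, *Nr1d2*, *Per2*, *Usp2*, *Nr1d1*, *Per1*, *Bhlhe40*; red, orange and brown) and the 3 of the opposite arm (*Bmal1*, *Nfil3*, *Clock*; blue) in rat small intestine after 1 month of CR. Each point is 1 array of a pool of 5 rats; the control is 0 by definition.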

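*Akr1c14*, a hydroxysteroid dehydrogenase, was higher by 0.86, 0.36, 0.94 and 0.91 at 5, 10, 20 and 30% CR (log2 ratio to the control, adjusted p = 0.849). *Nampt*, the rate-limiting enzyme of NAD salvage, was higher by 0.26, 0.45, 0.26 and 0.84 (mean 0.45, SD over the levels 0.28, adjusted p = 0.988). Other genes of NAD metabolism were mixed: *Sirt2*, an NAD-dependent deacetylase, was higher by 0.40 and *Qprt*, of de novo NAD synthesis, by 0.31, and *Naprt*, which uses nicotinic acid, was lower, with −0.34. Of 10 measured genes of the list, 5 had a positive and 5 a negative mean ratio, none passed limma over all gene probes or adjusted over the list alone, and the list did not pass as a group (camera, adjusted p = 0.297). The paper names *Nampt*, which is in the list.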

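*Cd36*, a fatty acid transporter, was higher by 1.03, 0.72, 0.69 and 1.04 at 5, 10, 20 and 30% CR (log2 ratio to the control, adjusted p = 0.363), and *Ephx1*, which hydrolyzes epoxides, by 0.56, 0.52, 0.87 and 0.55 (adjusted p = 0.861). *Glul*, which makes glutamine, had 0.32, 0.31, 0.39 and 0.27 at one gene probe, and at the other gene probe that the paper lists the mean was 0.16 with −0.02 at 30% CR. *Decr1*, of fatty acid oxidation, was higher by 0.63 with an SD over the levels of 0.06, *Angptl4*, an inhibitor of lipoprotein lipase, by 0.54 and *Cpt1a*, which controls fatty acid entry into mitochondria, by 0.39, whereas *Vnn1*, a pantetheinase, was lower. Of 29 measured genes of fatty acid oxidation and PPAR alpha targets, 22 had a positive and 7 a negative mean ratio, 0 passed limma over all gene probes and 1, *Decr1*, passed adjusted over the list alone. The list was higher as a group (camera, adjusted p = 0.0381; adjusted p = 0.933 with an estimated correlation), with medians of 0.08, 0.07, 0.22 and 0.06 at the 4 levels. The call was lost after median centring (adjusted p = 0.0554) and without the 20% CR pool (adjusted p = 0.231). The 20% CR array is also the one on which brush border enzymes and nutrient transporters were higher (0.57 and 0.39 above the mean of the other arrays). The paper names *Cd36*, so it is not independent evidence. The *Cd36* gene probe of the paper carries several gene names in the array annotation.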

Other up-regulated genes across 20 CR conditions included the glutamate-ammonia ligase (*Glul*), sulfotransferase family 1A member 1 (*Sult1a1*), CD36 molecule (thrombospondin receptor) (*Cd36*), flavin containing monooxygenase 1 (*Fmo1*), epoxide hydrolase 1, microsomal (xenobiotic) (*Ephx1*), and *Dbp*.

The expression signatures differed among tissues. For example, no up-regulated genes were observed in the brain, except for *Nr1d2* and *Sult1a1*. 

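*Fmo1*, a flavin monooxygenase, had signals of 4.6 on the control array and 21.1, 21.9, 47.6 and 17.5 at 5, 10, 20 and 30% CR. Its mean log2 signal lay below the filter, so it was not tested, and ratios between signals of this size carry little weight. The detection calls of MAS5 are not analysed here.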

Genes *Sult1a1*, *Ephx1*, and *Dbp* were not found in the liver, and no changes in *Fmo1* expressions were observed in the brain and intestine.

A complete list of the up-regulated genes across the multiple tissues is displayed in Supplementary Table S4.

### 3.4. Down-Regulated Genes across All Tissues Studied

Genes down-regulated in response to CR in at least 19 of 36 CR conditions among the multiple tissues are also listed in Table 4. The most commonly down-regulated gene was CKLF-like MARVEL transmembrane domain containing 6 (*Cmtm6*), which is tangled in immune response and inflammatory activities. 

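*Cyp51*, which demethylates lanosterol, was lower, with −0.31, −0.54, −0.12 and −0.15 at 5, 10, 20 and 30% CR in the small intestine (log2 ratio to the control, adjusted p = 0.988). The other kept gene probe of *Cyp51* had −0.27, −0.48, 0.19 and −0.31. *Ebp* and *Dhcr7*, of the late steps of cholesterol synthesis, were lower, with −0.35 and −0.29 in the mean, and *Sqle*, which makes squalene epoxide, was higher by 0.28. Of 17 measured genes of cholesterol biosynthesis, 7 had a positive and 10 a negative mean ratio, none passed limma over all gene probes or adjusted over the list alone, and the list did not pass as a group (camera, adjusted p = 0.79). Its median was −0.22 at 10% CR, at percentile 0.06 of random lists matched on signal, and −0.04, 0.09 and −0.05 at 5, 20 and 30% CR, at percentiles 26, 96.9 and 29.8; these take no account of correlation between genes, and differences between levels were not tested. The paper names *Cyp51*, which is in the list.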

Cytochrome P450, family 51 (*Cyp51*), known to be involved in cholesterol biosynthesis, was ranked second. 

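*Hsp90aa1*, a cytosolic chaperone, had 0.06, −0.31, −0.28 and −0.18 at 5, 10, 20 and 30% CR in the small intestine (log2 ratio to the control, adjusted p = 0.988), at a gene probe that carries several gene names. Other chaperones were lower at each level: *Hsph1*, of the heat shock protein 110 family, with −0.53, −0.53, −0.38 and −0.42, *Dnajb1*, a cochaperone of heat shock protein 70, with −0.45, −0.39, −0.35 and −0.55, and *Ahsa1*, which activates heat shock protein 90, with −0.27, −0.28, −0.29 and −0.36. The other kept gene probe of *Dnajb1* had −0.16, −0.21, 0.01 and −0.36, and so was not lower at 20% CR. *Stip1*, which links the chaperones, had −0.44 in the mean (SD over the levels 0.29). Of 25 measured heat shock proteins and cytosolic chaperones, 24 had a negative and 1 a positive mean ratio, 0 passed limma over all gene probes and 1 gene probe of *Hspa1a* passed adjusted over the list alone. The list was lower as a group (camera, adjusted p = 1.71e-04; adjusted p = 0.487 with an estimated correlation), and so with the restriction level (adjusted p = 0.0185; adjusted p = 0.929 with an estimated correlation). The estimated correlation of the list, −0.0016, lay below the preset 0.01, so correlation between genes does not account for the lost call. The medians of the list were −0.19, −0.08, −0.15 and −0.29 at 5, 10, 20 and 30% CR, which do not fall from level to level. *Hspa1a* is in the list and the paper names it. *Fkbp5*, a cochaperone induced by glucocorticoids, had −1.16, −0.20, −0.15 and 0.29.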

The heat shock protein 90, alpha (cytosolic), class A member 1 (*Hsp90aa1*) was ranked the third most commonly down-regulated gene, although no change was detected in the liver tissue. Genes coding for structural proteins such as actin, gamma 1 (*Actg1*), tubulin, beta 4B class IVb (*Tubb4b*), and tubulin, beta 2A class IIa (*Tubb2a*) were down-regulated as expected. Additionally, fatty acid desaturase 1 (*Fads1*), tropomyosin 4 (*Tpm4*), and sphingosine-1-phosphate receptor 1 (*S1pr1*) were down-regulated.

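*Fads1*, the delta-5 desaturase, was lower, with −0.29, −0.15, −0.56 and −0.09 at 5, 10, 20 and 30% CR in the small intestine (log2 ratio to the control, adjusted p = 0.988). *Fads2*, the delta-6 desaturase, was lower, with −0.56, −0.76, −0.41 and −0.45, *Fasn*, fatty acid synthase, with −0.31, −0.45, −0.50 and −0.37 and *Elovl1*, a fatty acid elongase, with −0.36 in the mean. Of 18 measured genes of fatty acid synthesis and desaturation, 8 had a positive and 10 a negative mean ratio, none passed limma over all gene probes or adjusted over the list alone, and the list as a group did not pass (camera, adjusted p = 0.105). The second gene probe of *Fasn* had −0.06 in the mean.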

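*Cmtm6*, a regulator of membrane proteins, had log2 ratios to the control of 0.00, −0.25, 0.08 and 0.05 at 5, 10, 20 and 30% CR in the small intestine, and *Actg1*, a cytoplasmic actin, 0.02, 0.05, −0.12 and 0.14. Their adjusted p in limma was 0.995 each, with standard errors of 0.17 and 0.14, so changes of that size and somewhat larger cannot be excluded.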

No changes in *Cmtm6* and *Actg1* expressions were detected in the intestine. 

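*Tubb4b*, a beta-tubulin, had log2 ratios to the control of −0.10, 0.03, −0.09 and −0.14 at 5, 10, 20 and 30% CR in the small intestine, and *Tpm4*, a tropomyosin, −0.05, −0.04, 0.01 and 0.05. *S1pr1*, a sphingolipid receptor, was higher at each level, by 0.59, 0.31, 0.05 and 0.68 (mean 0.41, SD over the levels 0.29, adjusted p = 0.988), and *Tubb2a* had 0.36, −0.24, −0.25 and 0.40. *Tubb2b* was higher at each level, by 0.33, 0.73, 0.05 and 0.31. *Tpm1* was lower, with −0.31 in the mean and *Tpm3* with −0.20. Of 15 measured actins, tubulins, tropomyosins and related genes, 7 had a positive and 8 a negative mean ratio, none passed limma over all gene probes or adjusted over the list alone, and the list did not pass as a group (camera, adjusted p = 0.821).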

No changes in the expressions of *Tubb4b*, *Tpm4*, *S1pr1*, and *Tubb2a* were detected in the hypothalamus and intestine.

### 3.5. Comparison with a Meta-Analysis of the CR Effect

Two meta-analyses have been conducted for 33 and 61 CR studies [17,18], as summarized in Supplementary Table S5. We compared our 36 CR responsive genes found in each tissue with the findings reported for these CR meta-analyses datasets. The overlapped genes are shown in Supplementary Table S6. Eighteen of our 36 CR responsive genes overlapped with those of the previous meta-analyses, and all gene expressions except that of *Dbp* were changed in the same direction as our data.

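The 4 small intestine genes in Supplementary Table S6 had mean log2 ratios over the 4 CR levels that ranked 11 (*Sult1a1*), 7 (*Per2*) and 34 (*Abcg5*) from the highest and 6 (*Hspa1a*/*Hspa1b*) from the lowest of the 7933 gene probes. Their control signals were 58.1, 77, 35.5 and 144 and the standard errors of the mean ratio 0.24, 0.18, 0.32 and 0.22. The meta-analyses themselves are not analysed here.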

The 18 most commonly regulated genes across all tissues were also compared using the CR meta-analyses. Seven of these 18 genes overlapped with the CR meta-analyses data (Table 5). More specifically, genes *Nampt*, *Glul*, *Sult1a1*, and *Fmo1* were up-regulated, while *Cmtm6*, *Cyp51*, *Hsp90aa1*, *Actg1*, and *Tubb2a* were down-regulated in both our study and in the meta-analyses. The *Sult1a1* and *Actg1* genes overlapped in both meta-analyses datasets. Overall, nearly half of the genes found in our study were overlapped with those in the previous CR meta-analyses.

## 4. Discussion

The gene expression profiles of numerous tissues of young growing rats with mild-to-moderate and short-term CR were studied in this work. First, we presented the transcriptomic characteristics induced by CR in each tissue (Table 2 and Table 3). Notably, by comparing the CR responsive genes in each tissue found in our study with the dataset resulting from two previous meta-analyses, which contained severe CR conditions in multiple organs and tissues, nearly half of the genes were overlapped in the same direction (Supplementary Table S6). The remaining genes did not overlap or conflicted (only one gene) with those in the meta-analyses dataset, and this discrepancy may explain the differential responses to CR in the setting of each study (e.g., duration and strength of CR, dietary regimes, gender, species and developmental stage of animals used).

Second, we looked for a common element that could cause the favorable effect of CR by looking at the commonality of genes reacting to CR across diverse tissues. The top 18 genes that were consistently altered across the five examined tissues were therefore further evaluated (Table 4). Among them, seven genes (*Nampt*, *Glul*, *Sult1a1*, *Fmo1*, *Cmtm6*, *Hsp90aa1*, and *Actg1*) were overlapped with the CR meta-analyses dataset in the same direction (Table 5). These genes might be essential for CR beneficial effects and thus might be used as sensitive biomarkers of CR, as they responded to relatively mild CR conditions and in short-term in multiple tissues.

In a wide range of species, including rats and primates, it is commonly acknowledged that CR extends lifespan. We found several aging-related genes that changed across the multiple tissues examined and are represented by *Nampt*. This gene codes for the major rate-limiting enzyme in NAD+ production, which has been shown to decline with age in multiple tissues such as the liver, adipose, and brain [19]. The pathogenesis of age-related metabolic disorders is aided by the lowering of *Nampt* and NAD+ levels in many tissues [20,21]. A study performed using an eight-week CR also demonstrated the up-regulation of *Nampt* mRNA in rat organs [22], consistent with our data.

Another key biological process and target underlying aging is cellular senescence. We found the down-regulation of *Hsp90aa1*, a member of the Hsp90 superfamily. This gene codes for an abundant protein that functions as a molecular chaperone [23]. The inhibitors of Hsp90 have been shown recently to be a novel class of senolytics [24]. Multi-tissue dysregulation of Hsp90 members, as seen in our study, may explain the anti-aging effect of CR through the clearance of senescent cells. Moreover, the up-regulation of *Glul*, known to code for the glutamine synthetase that catalyzes the *de novo* synthesis of glutamine from glutamate and ammonia, was observed. *Glul* is ubiquitously expressed and particularly highly expressed in the muscle, liver, and brain [25]. Recently, Johomura et. al. showed that activation of glutaminolysis induced the production of ammonia, which neutralized the lower pH to improve the survival of the senescent cells [26]. Therefore, the up-regulation of *Glul* induced by CR may inversely repress this process, thus promoting the death of senescent cells as well as a decline of aging effects.

One of the most prominent health benefits of CR is the prevention of malignancies. We found that cancer-related genes such as *Cmtm6* were down-regulated in response to CR. CMTM6 is a ubiquitously expressed protein that is known to be a critical regulator of PD-L1 [27,28], a target of immune checkpoint inhibitor therapy [29]. CMTM6 depletion in multiple tissues may decrease PD-L1 expression and cancer incidence through a CR-related mechanism. Moreover, *S1pr1*, a novel promising target in cancer therapy [30], was broadly down-regulated across the five tissues examined in our study. Thus, CR-induced metabolic changes may not only reduce the incidence of cancer, but also increase the efficacy of cancer therapies as proposed previously [31].

According to a current hypothesis of aging, aging is caused by a loss in detoxifying capacity, and CR affects the expressions of genes involved in xenobiotic metabolism [32]. In our study, the xenobiotic-related gene *Fmo1* was up-regulated and overlapped with the meta-analyses dataset. FMOs are enzymes originally implicated in the oxidation of xenobiotics but have been recently implicated to promote longevity and health span [33,34]. EPHX1 is an enzyme that aids in the detoxification of cigarette-related chemicals [35], which is a significant risk factor for the development of certain cancers [36]. SULT1A1 is a phase II xenobiotic metabolizing enzyme that is extensively expressed in the liver and facilitates carcinogen sulfonation [37]. It is therefore no surprise that these detoxication enzymes are transcriptionally activated in response to CR in multiple tissues, and that they may contribute to the extension of the human lifespan.

Even minor calorie restriction, such as a 15% dietary restriction for 16 weeks, has been shown to enhance lipid metabolism [38]. We also observed a marked decrease of white adipose tissue weight under a 20% CR diet for one week [8]. However, many genes related to lipid metabolism were identified that did not overlap the meta-analyses dataset. *Cd36*, which is well known to be tangled in the regulating of lipogenesis in human adipose tissue [39] was up-regulated. CYP51, known to have a role in cholesterol biosynthesis in mammalian cells [40], and FADS1, a rate-limiting enzyme that generates long-chain polyunsaturated fatty acids [41], were down-regulated. As expected, the expression of these genes was mostly changed toward improving lipid metabolism in target tissues. Moreover, *Nr1d2* (also referred to Rev-erbbeta), first discovered to be a gene regulator involved in circadian rhythm and fat accumulation [42], was most ubiquitously up-regulated in this study. It also controls lipid and energy homeostasis in skeletal muscle [43]. Interestingly, circadian clock gene was recently proposed to mediate the beneficial effect of CR and that may contribute to longevity [44].

Our present findings demonstrate that the expressions of key genes involved in the CR-induced beneficial effects were regulated even by very mild and short-term interventional CR conditions, such as 5%–10% CR for one week, which are applicable in humans. These expression profiles can also be used as reference data for removing the transcripts responding to the reduction of food intake often observed in in vivo nutrition research. Indeed, CR profiles have been successfully applied to identify sensitive transcriptomic biomarkers of selenium status [45]. In summary, the approach and data obtained in the present study will not only help providing insight on novel mechanisms associated with CR-induced health benefits but may also identify targets for functional and safety assessment of food and nutrients.

One limitation of our investigation is the absence of biological replicates, as we used pooled samples for DNA microarray analysis. However, we applied conservative criteria to screen the genes in the data filtering process and the changes in expression were partly validated by qPCR using randomly selected samples in a previous study [8]. Another limitation is that we used relatively young rats for the CR study since one of the purposes of this investigation was to obtain the reference gene expression data for in vivo nutrition research where the young growing rats are often used.

## 5. Conclusions

Our findings give essential knowledge on the molecular mechanisms underlying CR’s positive consequences. The present study also provides a way to identify dietary or therapeutic targets for aging-related diseases. Further studies are required to determine if the genes found in this study are involved in the essential mechanism of CR-induced beneficial effects in different species, including human.

## Figures and Tables

**Figure 1:**
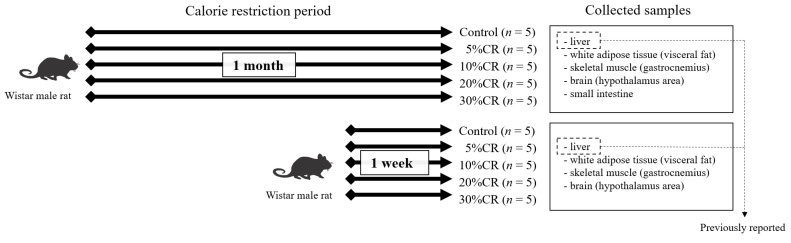
Overview of the animal experiment.

**Table 1:** Number of genes altered by short-term and mild-to-moderate CR.

Organs	Duration	5%	10%	20%	30%	Overlap ^†^
liver	1 week	183	588	902	734	90
	1 month	495	454	572	570	
adipose	1 week	387	981	1084	1674	59
	1 month	304	1232	1624	1255	
muscle	1 week	684	663	1229	1517	101
	1 month	1041	1097	1074	1422	
brain (hypothalamus)	1 week	1346	1413	1429	1345	3
	1 month	76	58	119	148	
intestine	-	-	-	-	-	70
	1 month	370	503	530	558	

^†^ The number of gene probes overlapped in the same direction throughout all the CR groups. The values were determined according to the criteria described in Materials and methods. 5%: 5% calorie restriction. 10%: 10% calorie restriction. 20%: 20% calorie restriction. 30%: 30% calorie restriction.

**Table 2:** Top five gene probes consistently up-regulated across all CR levels for each tissue.

		1 Week				1 Month				Gene Title	Gene Symbol
	Probe ID	5%	10%	20%	30%	5%	10%	20%	30%		
liver (40 gene probes)	1388271_at	2.2	3.5	4.5	4.5	2.3	2.9	3.4	4.0	metallothionein 2A	Mt2A
	1371237_a_at	2.4	3.6	4.1	4.0	2.9	3.4	3.5	3.9	metallothionein 1a///transthyretin	Mt1a///Ttr
	1387336_at	1.0	2.4	3.7	3.7	2.0	2.6	3.2	3.5	N-acetyltransferase 8	Nat8
	1387156_at	3.9	4.4	4.4	4.1	3.9	4.1	3.8	3.3	hydroxysteroid (17-beta) dehydrogenase 2	Hsd17b2
	1368213_at	0.8	1.5	2.5	3.1	1.5	2.0	2.5	2.8	P450 (cytochrome) oxidoreductase	Por
adipose (45 gene probes)	1387874_at	2.5	2.7	2.9	2.9	2.8	2.9	3.0	2.5	D site of albumin promoter (albumin D-box) binding protein	Dbp
	1388039_a_at	1.0	1.7	2.0	2.4	1.6	2.3	2.3	2.4	gamma-aminobutyric acid (GABA) B receptor 1	Gabbr1
	1368406_at	1.2	1.6	2.3	2.4	1.4	1.7	2.2	2.3	steroidogenic acute regulatory protein	Star
	1372536_at	0.8	1.2	1.9	2.3	0.9	1.4	1.9	2.2	aarF domain containing kinase 3	Adck3
	1387174_a_at	1.0	1.5	1.9	2.0	1.5	1.8	2.2	2.2	steroidogenic acute regulatory protein	Star
muscle (50 gene probes)	1378927_at	0.8	1.0	1.6	1.6	1.4	1.5	1.8	1.8	-	-
	1387053_at	0.6	1.0	0.9	1.5	0.9	0.9	1.1	1.6	flavin containing monooxygenase 1	Fmo1
	1368971_a_at	0.7	0.8	1.0	1.1	1.2	1.1	1.3	1.5	synaptojanin 2	Synj2
	1369150_at	0.3	0.9	0.6	1.2	0.7	0.6	0.8	1.4	pyruvate dehydrogenase kinase, isozyme 4	Pdk4
	1370019_at	0.7	0.9	1.2	1.4	1.0	1.1	1.2	1.4	sulfotransferase family 1A member 1	Sult1a1
brain	not identifed										
intestine (47 gene probes)	1370019_at					1.2	1.3	1.3	1.8	sulfotransferase family 1A member 1	Sult1a1
	1371076_at					1.3	1.1	2.0	1.8	cytochrome P450, family 2, subfamily b, polypeptide 1///cytochrome P450, family 2, subfamily b, polypeptide 2	Cyp2b1///Cyp2b2
	1368303_at					1.3	1.3	1.6	1.4	period circadian clock 2	Per2
	1367774_at					0.5	1.0	0.7	1.3	glutathione S-transferase alpha 1///glutathione S-transferase alpha-3-like	Gsta1///LOC102550391
	1369455_at					1.3	0.9	1.9	1.2	ATP-binding cassette, subfamily G (WHITE), member 5	Abcg5

Values are shown as log ratio vs control.

**Table 3:** Top five gene probes consistently down-regulate across all CR levels for each tissue.

		1 Week				1 Month				Gene Title	Gene Symbol
	Probe ID	5%	10%	20%	30%	5%	10%	20%	30%		
liver (50 gene probes)	1367707_at	−1.55	−2.45	−4.3	−4.4	−1.7	−2.85	−3.6	−4.4	fatty acid synthase	Fasn
	1367708_a_at	−1.2	−2.15	−4	−4.3	−1.6	−2.75	−3.5	−3.9	fatty acid synthase	Fasn
	1373718_at	−1.6	−2.9	−3.75	−4.05	−2.55	−3.15	−3.45	−3.4	tubulin, beta 2A class IIa	Tubb2a
	1370870_at	−1.5	−1.9	−2.95	−2.95	−1.75	−2.25	−2.55	−2.85	malic enzyme 1, NADP(+)-dependent, cytosolic	Me1
	1367854_at	−1.1	−1.85	−2.55	−2.8	−1.4	−2	−2.3	−2.55	ATP citrate lyase	Acly
adipose (14 gene probes)	1367998_at	−1.15	−1.4	−1.35	−2.85	−0.7	−2.5	−2.45	−1.95	secretory leukocyte peptidase inhibitor	Slpi
	1368294_at	−1.1	−0.5	−1.4	−2.3	−0.9	−1.45	−1.8	−1.8	deoxyribonuclease 1-like 3	Dnase1l3
	1389006_at	−0.75	−0.7	−1.2	−2	−0.7	−1.2	−1.6	−1.6	macrophage expressed 1	Mpeg1
	1368189_at	−0.9	−0.65	−1.45	−1.7	−0.9	−0.85	−1.3	−1.4	7-dehydrocholesterol reductase	Dhcr7
	1373718_at	−0.45	−0.8	−0.8	−0.95	−0.75	−0.95	−0.8	−1.15	tubulin, beta 2A class IIa	Tubb2a
muscle (51 gene probes)	1388395_at	−0.7	−1.7	−2.5	−2.9	−2.5	−3.5	−3	−2.2	G0/G1switch 2	G0s2
	1378423_at	−0.3	−0.9	−1.3	−1.6	−1.8	−1.7	−1.8	−2.1	nicotinamide riboside kinase 2	Nmrk2
	1379416_at	−1.1	−1.4	−2	−2.2	−1.8	−1.5	−2.5	−2	autism susceptibility candidate 2-like	LOC100362819
	1378586_at	−2.5	−2.2	−2.2	−2.2	−2	−1.7	−0.6	−1.9	cytokine inducible SH2-containing protein	Cish
	1374204_at	−1.4	−1.1	−1.8	−1.9	−2.5	−2.6	−2.5	−1.4	WD repeat and SOCS box-containing 1	Wsb1
brain (3 gene probes)	1375043_at	−2.3	−2.4	−2	−2.1	−1.3	−1.4	−1.2	−1.4	-	---
	1369067_at	−1	−1	−0.9	−1.1	−0.9	−1.2	−1.2	−1.1	nuclear receptor subfamily 4, group A, member 3	Nr4a3
	1368321_at	−0.7	−0.7	−0.4	−0.7	−1.2	−1.4	−1.2	−0.9	early growth response 1	Egr1
intestine (23 gene probes)	1369717_at					−1	−1.1	−1.1	−1.7	neuromedin U	Nmu
	1387758_at					−0.5	−1	−0.2	−1.7	alkaline phosphatase 3, intestine, not Mn requiring	Akp3
	1378658_at					−0.9	−1.6	−1	−1.4	chloride channel accessory 4	Clca4
	1368247_at					−1.4	−1.1	−1.1	−1.2	heat shock 70kD protein 1A///heat shock 70kD protein 1B (mapped)	Hspa1a///Hspa1b
	1389986_at					−0.7	−0.5	−1.1	−1.1	-	---

Values are shown as log ratio vs control.

**Table 4:** Top-ranked genes commonly regulated by CR across all tissues studied.

**Probe ID**	**Gene** **Symbol**	**Gene Title**	**# of Overlapped** **Gene Probes**	**Liver**								**Adipose**								**Muscle**								**Brain(hypothalamus)**								**Intestine**			
				**1 Week**				**1 Month**				**1 Week**				**1 Month**				**1 Week**				**1 Month**				**1 Week**				**1 Month**				**1 Month**			
				**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**
1390430_at	Nr1d2	nuclear receptor subfamily 1, group D, member 2	29	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑		↑	↑	↑	↑	↑	↑	↑	↑					↑	↑			↑	↑	↑	↑
1370708_a_at	Akr1c14	aldo-keto reductase family 1, member C14	21		↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑		↑	↑	↑	↑	↑				↑		↑									↑		↑	↑
1389014_at	Nampt	nicotinamide phosphoribosyltransferase	21		↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑			↑	↑		↑											↑	↑		↑
1367633_at	Glul	glutamate-ammonia ligase	20		↑	↑	↑	↑				↑	↑	↑	↑	↑	↑	↑	↑		↑	↑	↑	↑	↑	↑	↑										↑		
1370019_at	Sult1a1	sulfotransferase family 1A member 1	20										↑	↑	↑			↑	↑	↑	↑	↑	↑	↑	↑	↑	↑					↑	↑		↑	↑	↑	↑	↑
1386870_at	Glul	glutamate-ammonia ligase	20		↑	↑	↑	↑			↑	↑	↑	↑	↑	↑	↑	↑	↑			↑	↑	↑	↑	↑	↑										↑		
1386901_at	Cd36	CD36 molecule (thrombospondin receptor)	20		↑	↑	↑					↑	↑	↑	↑			↑		↑	↑	↑	↑	↑	↑	↑	↑									↑	↑	↑	↑
1387053_at	Fmo1	flavin containing monooxygenase 1	20	↑	↑	↑	↑	↑	↑	↑	↑			↑	↑			↑	↑	↑	↑	↑	↑	↑	↑	↑	↑												
1387669_a_at	Ephx1	epoxide hydrolase 1, microsomal (xenobiotic)	20									↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑									↑	↑	↑	↑
1387874_at	Dbp	D site of albumin promoter (albumin D-box) binding protein	20									↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑									↑	↑	↑	↑
**Probe ID**	**Gene** **Symbol**	**Gene Title**	**# of Overlapped** **Gene Probes**	**Liver**								**Adipose**								**Muscle**								**Brain(hypothalamus)**								**Intestine**			
				**1 Week**				**1 Month**				**1 weEk**				**1 Month**				**1 Week**				**1 Month**				**1 Week**				**1 Month**				**1 Month**			
				**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**	**5%**	**10%**	**20%**	**30%**
1372056_at	Cmtm6	CKLF-like MARVEL transmembrane domain containing 6	25	↓	↓	↓	↓	↓	↓	↓	↓		↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓		↓									
1367979_s_at	Cyp51	cytochrome P450, family 51	23	↓	↓	↓	↓	↓	↓	↓	↓						↓	↓	↓	↓	↓	↓	↓	↓		↓	↓	↓	↓	↓	↓						↓		
1388850_at	Hsp90aa1	heat shock protein 90, alpha (cytosolic), class A member 1	21										↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓						↓	↓	
1371327_a_at	Actg1	actin, gamma 1	20	↓	↓	↓	↓	↓	↓	↓	↓			↓	↓		↓	↓	↓		↓	↓	↓	↓	↓	↓	↓												
1367857_at	Fads1	fatty acid desaturase 1	19			↓	↓				↓		↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓											↓	
1371390_at	Tubb4b	tubulin, beta 4B class IVb	19	↓	↓	↓	↓	↓	↓	↓	↓			↓	↓	↓	↓	↓	↓			↓		↓	↓	↓	↓												
1371653_at	Tpm4	tropomyosin 4	19			↓	↓	↓	↓					↓	↓		↓	↓	↓			↓	↓	↓	↓	↓	↓	↓	↓	↓	↓								
1371840_at	S1pr1	sphingosine-1-phosphate receptor 1	19		↓	↓	↓	↓	↓	↓			↓		↓		↓	↓	↓					↓	↓	↓	↓	↓	↓	↓	↓								
1372727_at	-	-	19	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓				↓			↓	↓	↓	↓	↓	↓	↓	↓												
1373718_at	Tubb2a	tubulin, beta 2A class IIa	19	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓	↓					↓	↓		↓												

Red arrows represent the genes up-regulated and blue arrows represent the genes down-regulated by mild CR. Complete list is available at Supplementary Table S4.

**Table 5:** The overlap of top-ranked genes commonly regulated by CR across all tissues with previous meta-analyses data.

Gene Symbol	Function	Our Study	Ref #1	Ref #2
Nampt	NAD metabolism	up		up
Glul	glutamate metabolism	up		up
Sult1a1	xenobiotic metabolism	up	up	up
Fmo1	xenobiotic metabolism	up		up
Dbp	circadian rhythm	up	up	down
Cmtm6	immune system	down		down
Hsp90aa1	chaperone protein	down		down
Actg1	structural protein	down	down	down

## Data Availability

The microarray data have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accessed on 27 June 2021) under accession number GSE176300.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13072277/s1, Table S1: Number of genes altered by short-term and mild-to-moderate CR, Table S2: GO analysis of the genes up-regulated by 30%CR, Table S3: GO analysis of the genes down-regulated by 30%CR, Table S4: Genes commonly altered by CR, Table S5: Reported meta-analysis of CR transcriptome experiment, Table S6: The comparison of the top five genes consistently up- or down- regulated for each organ with meta-analysis data.

# Supplementary material for: A Comparison of Gene Expression Profiles of Rat Tissues after Mild and Short-Term Calorie Restrictions
**Source:** Nutrients. 2021 Jun 30;13(7):2277. doi: 10.3390/nu13072277
**Supplement:** Supplementary file 1

**Supplementary Table 6** The comparison of the top five genes consistently up- or down- regulated for each organ with meta-analysis data

|          | Gene Symbol       | Our Study | Ref #1 | Ref #2 |
|----------|-------------------|-----------|--------|--------|
| liver    | Mt2A              | up        |        | up     |
|          | Mt1a /// Ttr      | up        |        | up     |
|          | Nat8              | up        | up     |        |
|          | Hsd17b2           | up        | up     |        |
|          | Por               | up        | up     | up     |
| adipose  | Tubb2a            | down      |        | down   |
|          | Me1               | down      |        | down   |
|          | Acly              | down      | down   |        |
|          | Dbp               | up        | up     | down   |
|          | Dhcr7             | down      | down   |        |
| muscle   | Fmo1              | up        |        | up     |
|          | Sult1a1           | up        | up     | up     |
|          | G0s2              | down      | down   |        |
| brain    | Egr1              | down      |        | down   |
| intestin | Sult1a1           | up        | up     | up     |
|          | Per2              | up        | up     | up     |
|          | Abcg5             | up        | up     |        |
|          | Hspa1a /// Hspa1b | down      |        | down   |

How the deposited data were processed for this re-analysis (not part of the article)

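Gene expression was measured in the small intestine of male Wistar rats after 1 month at 0, 5, 10, 20 or 30% restriction, with 1 pool of 5 rats per level and 1 Affymetrix rat 230A array per pool. The deposited values are MAS5 signals (intensity, linear scale) that the authors computed and scaled so that the mean signal without the lowest and highest 2% was the same on every array, as the submitters' processing notes and the values themselves show; the software is the GeneChip Operating Software in the paper, and the scaling target is not given in the sources used here. The authors' detection and change calls, which made their lists of changed gene probes, are not analysed here, nor are the other tissues. MAS5 subtracts the mismatch signal, so ratios of weak signals vary widely, and the scaling removes any difference in total RNA between pools.

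The signals were used as deposited, floored at 0.1 and taken to log2. The 57 array control probe sets were used only for quality values: the mean of 9 spike-in probe sets lay −0.27, 0.15, 0.35 and −0.01 (log2) from the control array at 5, 10, 20 and 30% CR. Of the other 15866 probe sets, 12783 carry 1 gene name in the array annotation, 312 several and 2771 none that could be used; 0 symbols needed updating against the current rat gene table, which was used for names alone. Probe sets at or above the median of the mean log2 signal were kept, and 6899 of those kept carry 1 gene name. Where the annotation gives several names, the pairing printed in the paper was used.

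The CR pools were compared with the control pool, and a linear trend was fitted over the restriction percent, with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend, two-sided, Benjamini-Hochberg over the kept probe sets, threshold 0.05). Both fits have 3 residual degrees of freedom, taken from the spread among pools, and the single control pool is assumed to vary like the CR pools. In the comparison with the control, differences between the CR levels count as residual spread. No paired analysis was possible because no rat or pool was measured under more than 1 diet. Counts by size took a log2 ratio to the control array of at least 1 at a level, or of at least 0.5 in the same direction at all 4 levels. The latter was repeated with each other array as the reference and with simulated arrays without change. Of 37 gene lists, 33 with at least 5 measured genes were tested with camera (preset correlation 0.01, and beside it the estimated correlation), with 1 probe set per gene, the one with the highest mean signal; medians per level were set against 10000 random lists matched on signal. The lists came from general knowledge of the tissue and of CR: clock genes (both arms), xenobiotic enzymes, sterol and efflux transporters, cholesterol and fatty acid synthesis, fatty acid oxidation, brush border enzymes, nutrient transporters, gut hormones, heat shock proteins, endoplasmic reticulum stress, immediate early genes, cytoskeleton, cell cycle, stem, goblet and Paneth cells, lymphocytes, macrophages, MHC class II and interferon genes, smooth muscle, extracellular matrix, neurons, exocrine pancreas, adipose, blood, proximal and distal intestine, NAD metabolism, FoxO and insulin targets, antioxidant genes, ageing, oxidative phosphorylation, the tricarboxylic acid cycle, gluconeogenesis and ribosomal proteins. They were written after the paper had been read, and some hold genes that it names.

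The genes named in the text are those the paper prints or names for the small intestine, the 10 highest and 10 lowest mean ratios among gene probes that moved the same way at all levels, the 5 rising and 5 falling with the smallest p in the trend, and up to 4 members of each list with the largest mean ratio; a few other list members were named after their values were seen (*Per1*, *Cpt1a*, *Ahsa1*, *Gstm1*, *Fkbp5*). The values of Tables 2 and 3 had been seen in the paper.

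The tests were checked on simulated data with 200 changed of 7933 probe sets: a log2 change of 1 was recovered for 74.5% in the comparison with the control (6 false calls) and 74% in the trend (7), and a change of 2 for 100% (21) and 99.5% (16). Alternatives were quantile normalization, median centring, an added constant (the 25th percentile of the signals), no filter, a stricter filter (quantile 0.75 of the mean signal), other size thresholds, other variance priors, the rank of the level in place of the percent, each pool left out in turn, the estimated correlation, the mean of a gene's probe sets and the trend in place of the comparison. Figures were drawn from the same values.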

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

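The tests of explanations below (order of the levels, lone arrays, scaling, RNA integrity, enterocyte RNA, matched random lists, trend of the clock list and immediate early genes) were chosen only after the results were seen.

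The results below are gene probes outside those the paper prints or names for the small intestine, among the highest and lowest of those that moved the same way at all 4 CR levels; values are mean log2 ratios with the SD over the levels. *Abcg1* was higher by 1.74 (SD 0.14), with mean ratios of 0.80 and −0.30 at its other 2 gene probes, which lie below the filter. *Tspan4*, a tetraspanin, was higher by 1.485 (SD 0.28), and *Vars1*, a valyl-tRNA synthetase, by 1.47 (SD 0.23). *Ace* was higher by 1.43 (SD 0.50), with 0.44 at its other gene probe. *Pck1* was higher by 1.40 (SD 0.11) and *Cyp4b1*, a cytochrome P450, by 1.32 (SD 0.29). *Slc4a7*, a bicarbonate transporter, was lower, with −1.35 (SD 0.39), but its other, brighter gene probe had 0.02 in the mean and went both ways. The gene probe 1386944_a_at, whose annotation holds several names, was lower, with −1.19 (SD 0.19). *Vnn1* was lower, with −1.13 (SD 0.40) and *Hspa1a* at gene probe 1370912_at with −1.02 (SD 0.11). *Car2* had −1.00 (SD 0.24), and −0.74 at its other gene probe. *Cald1*, a smooth muscle actin-binding protein, was lower, with −0.99 (SD 0.27), but −0.10 at its brighter gene probe. *Hmox1* was lower, with −0.94 (SD 0.24). Adjusted p in limma ranged from 0.0778 (*Abcg1*) to 0.955 (*Vnn1*). Of the 10 highest gene probes, 6 had a control signal below the filter.

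The clock list of the PAR bZIP, Per and Rev-erb arm was higher in the CR pools (adjusted p = 3.04e-04; adjusted p = 0.686 with an estimated correlation), with 5 of 7 genes positive, and the 3 measured genes of the opposite arm were lower at their brightest gene probe; none passed limma over all gene probes. In the 7 measured clock genes that the paper does not name for the intestine (*Nr1d1*, *Per1*, *Bhlhe40*, *Usp2*, *Bmal1*, *Clock* and *Nfil3*), 5 moved in the direction of their arm and 2 (*Nr1d1* and *Bhlhe40*) against it, with a median of 0.40 after the sign of the opposite arm was turned (percentile 99.97 of random lists matched on signal), which argues against independent noise of single gene probes. The list did not follow the restriction level (adjusted p = 0.768 in the trend), with medians of 0.73, 0.96, 1.21 and 0.75 at 5, 10, 20 and 30% CR. From 5 to 30% CR, *Dbp* went from 2.64 to 1.15, *Nr1d2* from 1.64 to 0.92, *Nfil3* from −1.52 to −0.44 and *Bmal1* from −1.03 to −0.25. *Per2* (1.40 and 1.41) and *Usp2* (0.73 and 0.75) hardly differed. The change of *Dbp*, *Nr1d2*, *Nfil3* and *Bmal1* was thus smaller at 30% than at 5% CR. This comparison was chosen after the values were seen and rests on 1 pool per level. Whether the change grows with restriction, as far as 20% CR as in the medians or up to 30%, therefore cannot be judged. The clock time at which each group was dissected or fed is not given in the sources used here, and all 4 CR ratios share the control array, so a different phase of the control pool may account for the pattern as well as CR, and this was not tested.

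The 20% CR array stood apart from the others: as the reference it gave 147 gene probes that moved the same way on the other arrays, and as the lone array in limma 906 with an unadjusted p below 0.05. After quantile normalization the count was still 124 against 86 for the control array, a gap of 38 where the SD among the other 4 references was 33.2, and after median centring 135 against 83 (SD 30.8), which argues against scaling as the whole cause. A lower RNA integrity could contribute, since the 3' to 5' ratio of beta-actin was 3.18, but that of *Gapdh* lay within the other arrays. More enterocyte RNA could contribute too: 44 genes of the enterocyte lists were higher than the mean of the other arrays by 0.52 (quartiles 0.24 and 0.66), smooth muscle genes with −0.05, matrix genes with −0.30, macrophage genes with −0.17, lymphocyte genes with −0.25 and neuronal genes with −0.09. Goblet cell markers were also higher, by 0.23, so the rise was not limited to the enterocyte lists. With a single array these possible causes and an effect of 20% restriction cannot be told apart.

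The heat shock list was lower in the CR pools (adjusted p = 1.71e-04; adjusted p = 0.487 with an estimated correlation), which is the same as higher in the 1 control pool. Stress when the control rats were dissected could raise them there, and would be likely to raise immediate early genes too, but the 15 measured genes of that list had a median ratio of −0.015 (quartiles −0.20 and 0.27). The genes go both ways, so the median decides nothing, and an effect of CR and one of dissection cannot be told apart.

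The trend over the restriction level was refitted with 100 orders of the levels over the arrays, the real one included. At least as many gene probes as the real 245 had an unadjusted p below 0.05 in 69 of them. Chance is therefore not excluded. The highest other order gave 1410, which may point to a structure of the samples. The highest count to expect without change was not simulated, and the cause was not tested. For CR against the control, 3 of the 5 arrays taken as the lone array gave at least as many as the real 378, with 906 the highest other, and 5 choices are too few for a share below 0.05.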

How the results depend on the processing

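No test in this part was chosen after the results were seen: the alternatives, gene lists, thresholds and the rule for named genes were set before the data were examined.

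Signal over background limits most counts: the number of gene probes counted by size falls steeply as weak signals are left out. Of the mean ratios of named gene probes, 1169 values under the alternatives stayed within their spread and 7 moved, all with the added constant. Of the values of the list tests, 348 kept direction and side of the threshold, 15 lost the call, 4 gained it and 24 changed direction; none of the latter was called in either setting. The heat shock list kept its call in all settings except the estimated correlation (adjusted p between 7.96e-05 and 0.00371, and 0.0185 in the trend). The clock list lost its call there and in the trend, had no value with the stricter filter, which left too few genes (as for the stem, lymphocyte, neuron and adipose lists), and kept it in the other settings (2.68e-07 to 0.00927). Where not stated otherwise, the cause was not tested.

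Gene probes changed by at least 1 at 5, 10, 20 and 30% CR numbered 23, 28, 43 and 31 with the added constant, which shrinks the ratios of weak signals by construction, 2419, 2588, 2779 and 2540 without the filter, 10, 8, 20 and 19 with the stricter filter, and 751, 649, 801 and 1041 at a size of 0.5. Those moving the same way at all levels numbered 38 higher with the added constant, 693 higher and 443 lower without the filter, 16 and 6 with the stricter filter, 10 and 1 at a size of 1, 197 and 147 at 0.3, and 1507 and 1637 with the same sign alone. Unadjusted p below 0.05 for CR against the control was found for 529 higher and 277 lower without the filter and 87 and 77 with the stricter filter; for the trend, 261 rising and 321 falling, and 67 and 61. The stricter filter tests fewer gene probes. The count of those moving the same way at all levels can only rise when a level is left out, since fewer levels must reach the size. Leaving out 1 pool gave 68 to 117 higher and 40 to 60 lower at all levels (fewest without the 5% CR pool, most higher without the 20% and most lower without the 10% CR pool; 43 lower without the 30% CR pool), 0 to 3 higher gene probes with an adjusted p below 0.05 (3 without the 30% CR pool: *Dbp*, *Per2* and *Cyp2b1*/*Cyp2b2*), 140 to 379 higher and 97 to 295 lower with an unadjusted p (fewest without the 5%, most without the 20% CR pool), and in the trend 33 to 248 rising and 44 to 281 falling (fewest without the control pool, where the slope rests on the CR pools alone; 239 and 220 without the 5% CR pool).

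For the gene lists the values are adjusted p. With the estimated correlation: clock 0.686, xenobiotic 0.933, fatty acid oxidation 0.933, heat shock 0.487 and adipose 0.686, all without a call. Fatty acid oxidation had 0.0554 after median centring (range over its alternatives 0.00213 to 0.231). Without the filter, xenobiotic enzymes had 0.375 (0.00156 to 0.375) and adipose 0.71 (0.0167 to 0.71), and gut hormones (0.717, down), MHC and interferon (0.599, up) and neurons (0.599, up) changed direction. With the stricter filter, gut hormones (0.707, down), immediate early genes (0.837, down), MHC and interferon (0.644, up) and antioxidant genes (0.616, up) did, and with the mean of a gene's probe sets MHC and interferon (0.987, up). In the trend in place of the comparison, clock (0.768), fatty acid oxidation (0.0570) and adipose (0.693) had no call, smooth muscle (0.0431, down) and matrix (0.00595, down) gained it, and cholesterol (0.232, up), gut hormones (0.577, down), endoplasmic reticulum stress (0.692, down), stem cells (0.929, down), MHC and interferon (0.768, up), ageing (0.911, down) and oxidative phosphorylation (0.693, up) changed direction. Leaving out 1 CR pool gave 0.00156 to 0.188 for xenobiotic enzymes and 0.0194 to 0.231 for fatty acid oxidation (calls lost without the 20% CR pool), 0.0167 to 0.0946 for adipose (lost without the 10%, and 0.0809 without the 20% CR pool), and 0.00805 to 0.784 for smooth muscle and 0.0133 to 0.709 for matrix (called without the 10% CR pool). Directions without a call changed for cholesterol (0.380 to 0.889; 0.704 without the 10% CR pool), gut hormones (0.784 to 0.984), proximal markers (0.279 to 0.960) and oxidative phosphorylation (0.276 to 0.969) without the 10% CR pool, for brush border enzymes (0.121 to 0.705), gut hormones, immediate early genes (0.926 to 0.984) and the tricarboxylic acid cycle (0.520 to 0.984) without the 20% CR pool, and for MHC and interferon (0.905 to 0.986) without the 5% CR pool.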

Differences from the paper's values

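No test in this part was chosen after the results were seen. The log2 ratios here are ratios of the deposited signals, and the paper's are MAS5 signal log ratios; the counts here are by size among the kept gene probes, whereas the paper's rest on detection and change calls with no size limit. The settings compared are quantile normalization, median centring and the added constant, and for counts also the filter and size alternatives, all set before the data were examined.

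For *Cyp2b1*/*Cyp2b2* at 10% CR the value here is 1.52 and the paper's 1.1. For *Abcg5* it is 0.89 at 5%, 1.38 at 20% and 0.51 at 30% CR, and the paper's 1.3, 1.9 and 1.2. For *Nmu* it is −0.54, −0.42, −0.34 and −1.02 at 5, 10, 20 and 30% CR, and the paper's −1, −1.1, −1.1 and −1.7. For *Akp3* it is −1.27 at 10% CR, where the paper has −1, and −0.51 at 20% CR, where the paper has −0.2. At 5% CR it is −0.62 for *Clca4* (the paper's −0.9), −1.10 for *Hspa1a*/*Hspa1b* (the paper's −1.4) and −0.42 for gene probe 1389986_at (the paper's −0.7). All of these stay different under quantile normalization, median centring and the added constant, except *Akp3* at 20% CR, which does not differ after median centring. Of the 40 ratios compared, 40 have the paper's sign and 13 differ by more than the spread of all ratios at that level; the median absolute difference is 0.18 and the largest 0.76. The number that differ is 14 after quantile normalization, 14 after median centring and 24 with the added constant.

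The number of changed gene probes is 46 here and 370 in the paper at 5% CR, 53 and 503 at 10%, 90 and 530 at 20%, and 86 and 558 at 30%, under criteria that differ. Counts are taken to differ when one is more than 1.5 times the other. At a size of 0.5 the value at 10% CR, 649, does not, while those at 5, 20 and 30% CR (751, 801 and 1041) do; under quantile normalization, median centring, the added constant, no filter and the stricter filter all 4 levels differ.

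The paper lists *Gsta1*, *Nmu* and gene probe 1389986_at as moving the same way at all levels. Here all 3 have the paper's sign at all levels but fall short of 0.5 at one or more, and all reach 0.3 at all levels, an alternative size set beforehand. In the paper's ranking by the 30% CR ratio *Sult1a1*, *Cyp2b1*/*Cyp2b2*, *Per2*, *Gsta1* and *Abcg5* are the 5 highest; here *Abcg1* (1.88), *Lrrc58* (1.82) and *Vars1* (1.77) are also above *Sult1a1* (1.68), but the control signals of *Abcg1* (23.2) and *Vars1* (21.4) lie below the filter (46.5), where that of *Lrrc58* is 84.6, and the paper leaves out gene probes by detection calls, which are not analysed here. Among the 61 gene probes that were higher at all levels, *Cyp2b1*/*Cyp2b2* ranks 2, *Sult1a1* 5, *Per2* 8 and *Abcg5* 61 at 30% CR (0.51), and *Gsta1* is not among them. Of the Table 4 values, the 32 with a call in the intestine all have the same sign here, and 41 of the 48 without a call are below 0.5 in size. The paper describes *S1pr1* as lower over its tissues. In the intestine, where it states no change, the value here is higher at all 4 levels, but by only 0.05 at 20% CR. The standard error of the mean ratio was 0.26 and the adjusted p in limma 0.988, so no change is not excluded. The paper finds an ageing category up in the 30% CR group; the list used here, which is not that category and was tested in the mean of the 4 CR pools, did not pass as a group.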

Other observations

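The tests of the gene groups below were planned; the levels at which groups were highest were picked out only after the results were seen.

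Of 24 measured fibroblast and extracellular matrix markers, 17 had a negative and 7 a positive mean ratio, and the list fell with the restriction level (camera, adjusted p = 0.00595; adjusted p = 0.929 with an estimated correlation), although against the control it passed only without the 10% CR pool (adjusted p = 0.0133; 0.224 with all pools) and its medians were −0.08, 0.14, −0.33 and −0.25 at 5, 10, 20 and 30% CR. *Col1a2*, a fibrillar collagen, had −0.49, −0.01, −0.60 and −0.89 at its brightest gene probe, but −0.01, 0.20, −0.32 and −0.01 at its other gene probe. *Mgp*, an inhibitor of calcification, was higher by 0.73 and was the 1 member that passed adjusted over the list alone. Of 17 smooth muscle markers, 14 were negative and 3 positive, and the list fell with the level (adjusted p = 0.0431; adjusted p = 0.929 with an estimated correlation; against the control 0.269, and 0.00805 without the 10% CR pool), with medians of −0.28, 0.14, −0.12 and −0.27 and with *Des*, the muscle intermediate filament, at −0.51, 0.17, −0.63 and −0.59. Of 5 neuronal and glial markers 3 were negative (adjusted p = 0.742), with *Syp*, a synaptic vesicle protein, at −0.83. At 10% CR the median ratio of 8 Paneth cell and antimicrobial genes was 0.58, that of 6 lymphocyte genes 0.42 and that of 13 macrophage and mast cell genes 0.22, with *Pla2g2a*, an antibacterial phospholipase, at 0.93 and the macrophage protein *Cd68* at 1.23. These medians lay at percentiles 100, 99.96 and 99.93 of random lists matched on signal, which take no account of correlation between genes; with the 4 CR pools together against the control, the adjusted p of these lists was 0.212, 0.212 and 0.217. The pattern is not limited to immune genes: against the mean of the other arrays, the 10% CR array was higher by 0.42 for the Paneth cell list, 0.28 for lymphocytes and 0.27 for macrophages, but also by 0.33 for smooth muscle, 0.28 for matrix, 0.28 for neurons and 0.40 for adipose markers, and lower for brush border enzymes (−0.25) and nutrient transporters (−0.20). With 1 pool per level these are values of single arrays.

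Enterocyte genes were highest at 20% CR. In the mean of the 4 CR pools, to which the adjusted p values here belong, 12 of 18 brush border enzymes were positive (adjusted p = 0.484), with *Naaladl1*, a peptidase, at 1.30 on the 20% CR array, and of 26 nutrient transporters 14 were positive (adjusted p = 0.223), with *Apoa4*, a lipoprotein made during fat absorption, at 1.15 on the 20% CR array; *Fabp2* was the 1 transporter that passed adjusted over its list alone. Among 19 FoxO, insulin and growth factor targets (adjusted p = 0.217), *Sgk1* and *Pck1* passed adjusted over the list alone, and *Irs2*, an insulin receptor substrate, was higher by 0.49. The control signal of *Pck1* (27.1) lay below the filter on the mean (46.5), so *Pck1* was kept through its higher signals in the CR pools. That *Pck1* passed adjusted over a list alone therefore decides nothing. Of 27 cell cycle genes 18 were positive (adjusted p = 0.128), with *Mcm7*, a replication helicase, at 0.50. Adipose markers were higher as a group (5 measured, adjusted p = 0.0315; adjusted p = 0.686 with an estimated correlation), a call also lost without the 10% (0.0946) or the 20% CR pool (0.0809), without the filter (0.71) and in the trend (0.693), with a median of 0.06: *Pck1*, which enterocytes also express, and *Cfd* (0.53), which encodes adipsin, were the members that were higher, and *Fabp4* had 0.06. *Pck1* also passed adjusted over the list of 23 genes of gluconeogenesis and amino acid catabolism (adjusted p of the list 0.569), in which *Psat1*, of serine synthesis, was lower, with −0.64. The lists did not pass as a group for endoplasmic reticulum stress (23 genes, adjusted p = 0.742), immediate early genes (15, 0.871), stem and progenitor markers (5, 0.801), MHC and interferon genes (18, 0.975), proximal (18, 0.742) and distal markers (8, 0.79), oxidative phosphorylation (33, 0.79), the tricarboxylic acid cycle (21, 0.79) or ribosomal proteins (23, of which 21 had a positive and 2 a negative mean ratio, 0.217). Exocrine pancreas (2 measured) and blood (3) had too few genes for a test, with median mean ratios of −0.07 and −0.21.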
